A study of Mus musculus with 9 samples. Its data were reported in "Xiao-Yin-Fang Therapy Alleviates Psoriasis-like Skin Inflammation Through Suppressing γδT17 Cell Polarization" (2021).

How the data were processed

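Messenger RNA was measured by sequencing in 9 libraries from the dermis of mouse ears. The 3 groups held 3 libraries each. VAS+H2O was the control, with vaseline on the ear and water by gavage. IMQ+H2O was the psoriasis-like model, with imiquimod cream on the ear and water by gavage. IMQ+XYF received imiquimod cream and Xiao-Yin-Fang (XYF), a decoction of Chinese herbs, by gavage.

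The deposited table gives the number of reads counted per Ensembl gene in each library as whole-number counts, with no normalization. According to the study's methods, the authors aligned the reads with STAR to the mouse genome GRCm38, assembled transcripts with StringTie and tested the counts with DESeq2. The tool that made the counts, its treatment of reads with several alignments, its use of the strand and any filter were not stated. The methods state that the RNA came from ear sheets of more than 1 mouse. Whether each library pooled mice was not clear from them. The table had 52550 genes, of which 16554 had no count in any library. A date stood in place of the symbol for 27 genes, and these were handled by their Ensembl identifiers. Total counts ran from 28756305 to 79836881 per library. A gene with no count in a library was below a floor of 3 counts, which corresponded to between 0.0373 and 0.103 CPM. This floor covers counting error only, since the reads carried no molecular identifiers.

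Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed by filterByExpr, which left 22430 genes, and libraries were scaled by TMM factors. All 9 libraries entered 1 quasi-likelihood fit with a coefficient per group. The common biological coefficient of variation was 0.296. A gene was called where its Benjamini-Hochberg adjusted p was 0.05 or lower and its absolute log2 fold change was 1 or higher, the limits of the study's methods. The study used DESeq2, which served here as an alternative. Standard errors of log2 fold changes were the absolute log2 fold change divided by the square root of the F statistic. Expression values are TMM-scaled CPM as computed by edgeR, given as mean ± SD. Against a group with at most 3 counts in each library, a fold change is given as a lower bound computed at that floor.

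The comparisons were IMQ+H2O against VAS+H2O, IMQ+XYF against IMQ+H2O, and IMQ+XYF against VAS+H2O. They are called the change by imiquimod, the change by XYF, and the treated group against the control. For the genes called by imiquimod, the share with an XYF change of opposite sign was computed. The median share of the imiquimod change that XYF removed was computed as minus the XYF log2 fold change divided by the imiquimod log2 fold change. Both comparisons use the IMQ+H2O libraries, which gives opposite signs without any effect of XYF. Reference values therefore came from 40 sets of simulated libraries in which IMQ+H2O and IMQ+XYF were drawn from their pooled means. Further reference values came from fits that used separate IMQ+H2O libraries in the comparisons.

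Gene lists were tested with camera at a preset correlation of 0.01 on the edgeR fit (limma 3.58.1), with Benjamini-Hochberg adjustment over 25 lists. The same lists were tested with camera at an estimated correlation and with fry. They covered IL-17 axis, gamma-delta T cell, alpha-beta T cell, chemokine, neutrophil, monocyte-macrophage, mast cell, interferon response, epidermal hyperplasia, proliferation, arachidonic acid metabolism, Wnt pathway, and calcium and cyclic nucleotide signalling. They further covered collagen, skeletal muscle, smooth muscle, cartilage, adipocyte, sebaceous gland, hair follicle, endothelium, erythrocyte, nerve and Schwann cell, and melanocyte genes. The last list held 10 dermal genes that the study lists by KEGG pathway as changed in both comparisons, chosen by it on these libraries. A list of X-inactivation and Y chromosome genes was used to check the sex of the animals. Lists of baseline epidermis and of the response to tissue dissociation were added after the data were examined. Their p-values were adjusted over these added lists alone, not over the 25. Of the listed symbols, 659 were found by their own name, 12 by another name, and 1 was not matched. KEGG pathway tables were not available. List scores per library are the mean log2 CPM (prior count 2) of a list's tested genes, each centred over the 9 libraries.

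The tests, thresholds, gene lists, alternatives and the rule for naming genes were fixed before the data were examined, except where stated. Genes were named by that rule for the changes by imiquimod and by XYF. It took called genes with a mean of at least 100 scaled counts, groups that did not overlap, and a symbol not of the Gm or Rik kind. Among these, the 5 with the largest rise and the 5 with the largest fall were named. It further admitted genes of the IL-17 axis and dermal shared lists, and the muscle genes Acta1, Myh4 and Ckm. Coordinates are from the GENCODE annotation of GRCm38, release vM21, matched by Ensembl identifier.

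The alternatives were the Wald test of DESeq2 1.42.0, DESeq2's size factors in edgeR, total counts without scaling, no filter on low counts, and a filter at a mean of 1 CPM. Further alternatives were a fit on the 6 libraries of a comparison, the replicate number as a block, the skeletal muscle score as a covariate, and other limits for calls. Each replicate was also left out in turn. The cartilage score as a covariate was added after the data were examined. No library was left out of the main results.

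The procedures were tested on simulated data drawn from the measured means and library sizes, with 200 genes changed by imiquimod and none by XYF. edgeR called 68.5% of the 200 changed genes and 6 of 22200 unchanged genes. It called 0 genes for XYF, where none had changed. DESeq2 called 79.5% of the changed genes, 50 unchanged genes, and 22 genes for XYF. Camera gave a p of 3.41e-23 for a list shifted by 0.8 on the log2 scale and 0.846 for a list that was not shifted.

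Genes at 1 of 2 separate levels were searched among genes with a mean of at least 100 counts. At least 2 libraries had to fall on each side of a gap of at least 1 on the log2 scale, and the gap had to be at least 6 times the SD within the sides. Relations between list scores were tested on deviations from group means with exact permutation tests over the 216 orders of the libraries within groups.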

Results

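The data were read counts of 52550 genes in 9 libraries from mouse ear dermis, 3 each for VAS+H2O, IMQ+H2O and IMQ+XYF. The VAS+H2O libraries held 41005926, 37229568 and 78781537 counts. The IMQ+H2O libraries held 28756305, 39820761 and 52020004 counts. The IMQ+XYF libraries held 79836881, 48495685 and 59907720 counts. Mitochondrial genes took between 8.21% and 14.3% of the counts of a library. Within groups, log2 CPM correlated across genes with r from 0.961 to 0.975, where genes are not independent replicates. Replicates differed by more than counting error, with a chi-squared per degree of freedom from 37.5 to 218 within groups. The first principal component of the 22430 tested genes held 27.97% of the variance and separated the VAS+H2O libraries from the other 6. Every library had Y chromosome transcripts, with Ddx3y between 60.9 and 102 CPM. Xist stayed between 0.130 and 1.03 CPM.

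The comparison of IMQ+H2O with VAS+H2O asked what imiquimod changed in the dermis. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 223 genes, 145 higher and 78 lower. An unadjusted p under 0.05 was seen for 4694 genes, where 1122 were expected by chance. The libraries of both groups did not overlap for all 223 called genes, against 31.5% of all tested genes and 10% by chance. The median log2 fold change of all tested genes was −0.023. DESeq2's Wald test called 945 genes, 222 of them among the 223, and at an adjusted p of 0.01 edgeR called 13. The count also depended on single libraries. It fell to 25 without IMQ+H2O replicate 3, and it was 125 without IMQ+H2O replicate 1, the highest of the 6 fits that each left out 1 library of this comparison. The IMQ+XYF libraries also enter the fit. Without their replicates 1, 2 and 3 the count was 315, 455 and 179, and 222 of the 455 were among the 223.

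The largest rises were those of Stfa2l1 (ENSMUSG00000059657), Cxcl5 (ENSMUSG00000029371), Saa3 (ENSMUSG00000040026), Il19 (ENSMUSG00000016524) and Fgf23 (ENSMUSG00000000182). Stfa2l1, on chromosome 16 from 36156811 to 36161953, had 0 counts in the VAS+H2O libraries and 3.79 ± 2.05 CPM in IMQ+H2O (SD, n = 3). It was at least 45.4-fold higher (edgeR adjusted p 0.0120). It belongs to a family of stefin genes, and how the counting split reads among them was not stated. Cxcl5, on chromosome 5 from 90759360 to 90761624, rose from 0.238 ± 0.142 to 91.8 ± 65.0 CPM (SD, n = 3). Its log2 fold change was 8.44 with an SE of 1.09 (edgeR adjusted p 0.0177). Saa3, on chromosome 7 from 46711998 to 46715700, rose from 1.22 ± 0.541 to 384 ± 347 CPM, with a log2 fold change of 8.34 and an SE of 1.02 (edgeR adjusted p 0.0162, n = 3). Il19, on chromosome 1 from 130932656 to 130940115, had at most 3 counts in each VAS+H2O library. It reached 7.89 ± 3.95 CPM in IMQ+H2O and was at least 94.6-fold higher (edgeR adjusted p 0.0110, n = 3). Fgf23, on chromosome 6 from 127072902 to 127081408, rose from 0.468 ± 0.199 to 33.1 ± 24.8 CPM, with a log2 fold change of 6.19 and an SE of 0.87 (edgeR adjusted p 0.0240, n = 3).

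The largest falls were those of the hair keratin genes Krt33a (ENSMUSG00000035592), Krt81 (ENSMUSG00000067615), Krt35 (ENSMUSG00000048013) and Krt31 (ENSMUSG00000048981), and of the keratin-associated gene Krtap11-1 (ENSMUSG00000091212). Krt33a lies on chromosome 11 from 100011195 to 100016212, Krt35 from 100092193 to 100096241 and Krt31 from 100046646 to 100050551. Krt81 lies on chromosome 15 from 101459061 to 101463751, and Krtap11-1 on chromosome 16 from 89570176 to 89571183. In VAS+H2O, Krt33a had 8.10 ± 6.60 CPM and Krt81 had 6.84 ± 5.48 (SD, n = 3). Krt35 had 5.87 ± 3.99 and Krt31 had 9.14 ± 8.84 CPM. The IMQ+H2O libraries held at most 3 counts of each of these 4 genes. Krt33a was at least 78.4-fold lower, Krt81 at least 66.2-fold, Krt35 at least 56.8-fold and Krt31 at least 88.5-fold. VAS+H2O replicate 3 had the highest values of all 4, and without it these bounds were 42.1, 36.5, 34.9 and 39.1. Their edgeR adjusted p-values (Benjamini-Hochberg) were 0.0446, 0.0488, 0.0288 and 0.0218. Krtap11-1 went from 9.13 ± 7.27 to 0.0260 ± 0.0450 CPM (edgeR adjusted p 0.0162, n = 3). Hair keratins form families of similar sequence, so the split of reads among them is uncertain.

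These 10 genes were also called by DESeq2's Wald test. Stfa2l1 stayed called in each of the 6 fits that left out 1 library, with edgeR adjusted p-values (Benjamini-Hochberg) up to 0.0357. Cxcl5, Saa3, Il19, Fgf23, Krt31 and Krtap11-1 lost their call in at least 1 of these fits, and Krt33a, Krt81 and Krt35 lost it in all 6. No fitted change of the 10 genes reversed its sign.

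The study is about gamma-delta T cells that produce IL-17, so a list of 29 tested genes of the IL-17 axis was examined. Its median log2 fold change by imiquimod was 0.80, with 21 of the 29 genes higher (camera adjusted p 3.84e-10, Benjamini-Hochberg). The list did not pass under fry (adjusted p 0.0504) or under camera with an estimated correlation (adjusted p 0.202). The median was 1.26 without VAS+H2O replicate 2, and −0.011 with the cartilage score as a covariate. Called genes numbered 5, and 6 with p-values adjusted over the list alone. The 5 were Cxcl5, Cxcl3, Lcn2, S100a8 and S100a9. Lcn2 rose from 25.1 ± 6.27 to 233 ± 56.2 CPM, with a log2 fold change of 3.22 and an SE of 0.23 (edgeR adjusted p 0.00255, n = 3). Its call held in each of the 6 fits that left out 1 library, with adjusted p-values (edgeR, Benjamini-Hochberg) up to 0.0207. S100a8 rose by 5.22, S100a9 by 5.20 and Cxcl3 by 5.89 on the log2 scale, with edgeR adjusted p-values (Benjamini-Hochberg) of 0.0247, 0.0247 and 0.0247. These 3 lost their call in at least 1 of the 6 fits. Ccl20 rose by 2.44 without being called (edgeR adjusted p 0.107, Benjamini-Hochberg). It was called under DESeq2 (adjusted p 0.00271), and over the alternatives its adjusted p (edgeR or DESeq2) ranged up to 0.732. Il17a itself was near the limit of detection. It had 0 counts in all VAS+H2O libraries, 0, 14 and 5 counts in IMQ+H2O, and 18, 11 and 7 counts in IMQ+XYF.

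**Figure D1:**
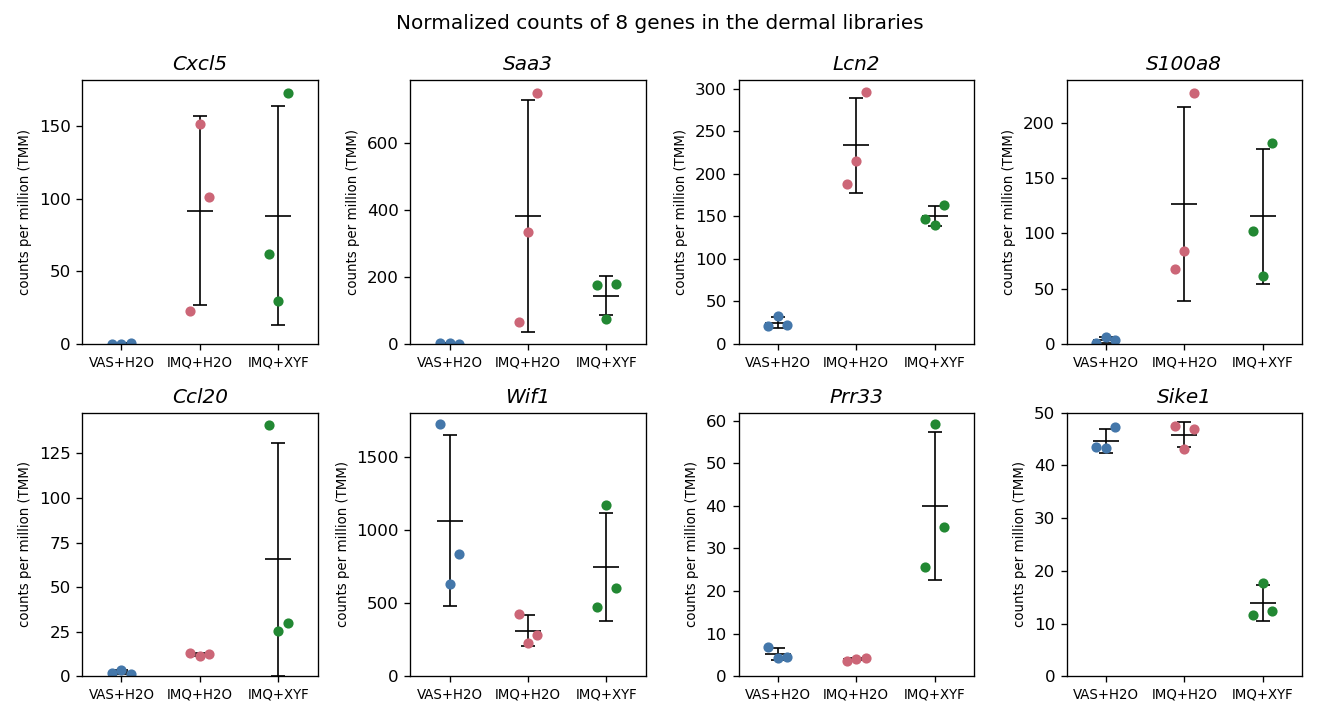
TMM-scaled CPM of 8 genes, with 1 point per library, a long bar at the mean and whiskers of 1 SD (n = 3 per group). Sike1 was at 13.9 CPM on average in IMQ+XYF and at 45.8 in IMQ+H2O, while the mean of Ccl20 in IMQ+XYF was raised most by replicate 1.

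Of the 25 gene lists, 14 passed camera for imiquimod with Benjamini-Hochberg adjustment at a preset correlation, 8 higher and 6 lower. The higher lists, by median log2 fold change, were neutrophil at 4.30, epidermal hyperplasia at 1.59, chemokine at 1.12, monocyte-macrophage at 1.09, IL-17 axis at 0.80, endothelium at 0.70, smooth muscle at 0.58 and proliferation at 0.33. The lower lists were hair follicle at −4.49, cartilage at −1.72, the dermal shared genes of the study at −1.49, erythrocyte at −1.08, Wnt pathway at −0.63 and collagen at −0.56. With genes below the floor set to their bound, the median was 3.71 for neutrophil and −4.44 for hair follicle genes. Under fry, 8 lists passed, 7 of which also passed camera. Those 7 were neutrophil, chemokine, monocyte-macrophage, hair follicle, cartilage, Wnt pathway and the dermal shared genes, while the calcium and cyclic nucleotide signalling list (median −0.11) passed fry alone. The study chose the dermal shared genes on these libraries, so the pass of that list is not independent evidence. The Wnt pathway list holds 4 of them among its 40 genes. With an estimated correlation 0 lists passed, and 7 had an unadjusted p under 0.05. The erythrocyte list no longer passed without VAS+H2O replicate 3 (median −0.63) or IMQ+H2O replicate 2 (−0.73), and the smooth muscle median was 0.94 without VAS+H2O replicate 3. The collagen median was −0.35 without IMQ+H2O replicate 1. The proliferation list no longer passed without IMQ+H2O replicate 2 (0.13) or VAS+H2O replicate 1 (0.16). The lists that passed neither test were adipocyte, alpha-beta T cell, gamma-delta T cell, arachidonic acid metabolism, interferon response, mast cell, melanocyte, nerve and Schwann cell, sebaceous gland and skeletal muscle, with medians from −0.51 to 0.30. Only 5 of the 10 gamma-delta T cell genes averaged at least 1 CPM in the control, so this list could miss a change in these cells. Over each list alone, 15 of 18 neutrophil genes, 18 of 36 chemokine genes, 26 of 30 hair follicle genes and 16 of 20 cartilage genes were called. Over all genes tested, these numbers were 8, 9, 17 and 4.

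The comparison of IMQ+XYF with IMQ+H2O asked what XYF changed in imiquimod-treated dermis. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2 genes, 1 higher and 1 lower. An unadjusted p under 0.05 was seen for 2633 genes, where 1122 were expected and simulated libraries without an XYF effect gave 1037 on average. Other splits of the same libraries gave up to 1715. The groups did not overlap for both called genes, against 17.96% of all tested genes and 10% by chance. DESeq2's Wald test called 223 genes, 149 higher and 74 lower, among them both of these. Of those testable in edgeR, 92.3% had groups that did not overlap. The edgeR count was between 0 and 4 in the 6 fits that each left out 1 library. It was 0 without IMQ+H2O replicate 1 (1851 genes at an unadjusted p under 0.05) and 4 without IMQ+H2O replicate 2. It was also 0 without VAS+H2O replicate 3, with 2547 genes at an unadjusted p under 0.05.

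Prr33 (ENSMUSG00000043795), on chromosome 7 from 142491074 to 142506771, rose from 4.05 ± 0.324 to 39.95 ± 17.3 CPM, and VAS+H2O had 5.25 ± 1.38 (SD, n = 3). Its log2 fold change was 3.30 with an SE of 0.33 (edgeR adjusted p 0.0438). The annotation places the protein-coding genes Tnnt3 and Lsp1 on the other strand over the same region, and the counting was not stated to use the strand, so its count is uncertain. Sike1 (ENSMUSG00000027854), on chromosome 3 from 102995708 to 103008459, went from 45.8 ± 2.34 to 13.9 ± 3.35 CPM, and VAS+H2O had 44.6 ± 2.24 (SD, n = 3). Its log2 fold change was −1.72 with an SE of 0.16 (edgeR adjusted p 0.0438). Sike1 was 1 of 81 genes in the table whose libraries stood at separate levels, most of which divided the libraries across the groups. Of the 9 fits that each left out 1 library, both genes stayed called only without IMQ+XYF replicate 2, and Prr33 alone without IMQ+XYF replicate 1. None of the 4 genes called without IMQ+H2O replicate 2 was Prr33 or Sike1. Without IMQ+H2O replicate 1, both genes had an edgeR adjusted p (Benjamini-Hochberg) of 0.386. Over the 15 alternatives it ranged from 2.01e-20 to 0.386 for Prr33 and from 5.49e-18 to 0.386 for Sike1, lowest under DESeq2. Both signs stayed the same under all of these.

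The study reports that XYF reversed part of the transcriptional changes in the psoriasis-like model. Of the 223 genes called by imiquimod, 0 were called by XYF, and 55 had an unadjusted p under 0.05 with the opposite sign against 7 with the same sign. The XYF change had the opposite sign for 82.1% of the 223 genes, with an SD of 8.86 over the 3 IMQ+XYF libraries taken singly. The median share of the imiquimod change that XYF removed was 16.7%, with an SD of 8.96 over these libraries. In simulated libraries without an XYF effect, the same measures averaged 68.4% (range 63.2 to 71.8) and 9.22% (range 7.03 to 11.3) over 40 draws. Those simulations called 810 genes by imiquimod on average, more than measured, so that they give an approximate reference. When IMQ+H2O replicate 1 served for the XYF change and the other replicates for the imiquimod change, 31.2% of 125 genes had the opposite sign and −6.79% was removed. With replicate 2 held out in this way it was 85.7% of 28 genes and 17.8%, and with replicate 3 it was 84.0% of 25 genes and 15.5%. The result of this check thus turned on IMQ+H2O replicate 1. The genes higher by imiquimod had a median log2 fold change by XYF of −0.38, and 85.5% of them had the opposite sign. The genes lower by imiquimod had a median of 0.49, and 75.6% had the opposite sign. The removed share moved most with the cartilage score as a covariate, to 68.2%. It was 6.32% without IMQ+H2O replicate 3. DESeq2's Wald test called 84 genes in both comparisons, 79 of them in opposite directions. In 8 sets of simulated libraries without an XYF effect, it called 10.6 genes in both on average (range 4 to 20). Of the 79, 67 were lower by imiquimod and higher by XYF, and 12 went the other way.

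**Figure D2:**
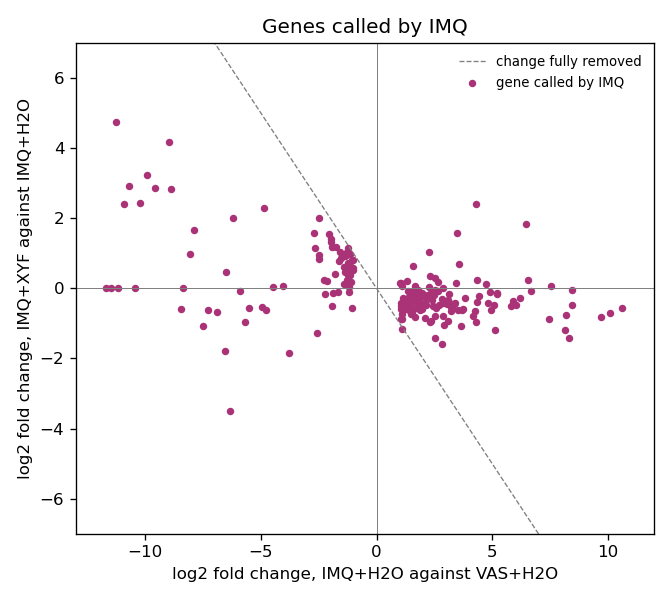
Log2 fold change by XYF (vertical) against log2 fold change by imiquimod (horizontal) for the 223 genes called by imiquimod, 1 point per gene. On the dashed line the imiquimod change would be fully removed. Opposite signs were seen for 82.1% of the genes, where simulations without an XYF effect gave 68.4%. As large a share was found in 4 of 20 ways of assigning the library roles, the real one included (up to 89.8%).

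For XYF, 12 of the 25 lists passed camera at a preset correlation with Benjamini-Hochberg adjustment, 4 higher and 8 lower. The higher lists, by median log2 fold change, were epidermal hyperplasia at 1.80, the dermal shared genes at 1.41, cartilage at 1.28 and proliferation at 0.55. The lower lists were skeletal muscle at −1.63, smooth muscle at −0.97, mast cell at −0.67, endothelium at −0.66, nerve and Schwann cell at −0.58, monocyte-macrophage at −0.51, interferon response at −0.36 and adipocyte at −0.26. The dermal shared genes were chosen on these libraries, so their pass is again not independent evidence. None of the lists passed under fry or with an estimated correlation, with 5 and 2 lists at an unadjusted p under 0.05. Single libraries moved several of these medians. Epidermal hyperplasia was at 1.06 without IMQ+XYF replicate 3. Endothelium was at −0.36 and nerve and Schwann cell at −0.31 without IMQ+XYF replicate 2. Mast cell was at −0.37 without IMQ+H2O replicate 2 and at −1.01 without IMQ+XYF replicate 3. Adipocyte was at −0.55 without IMQ+XYF replicate 1. It no longer passed without IMQ+H2O replicate 2 (−0.072) or without IMQ+XYF replicate 2 (−0.13). Monocyte-macrophage was at −0.25 without IMQ+H2O replicate 3. Interferon response was at −0.60 without IMQ+XYF replicate 3, and at −0.21 without IMQ+XYF replicate 2, where it no longer passed. The lists that did not pass were alpha-beta T cell, gamma-delta T cell, arachidonic acid metabolism, calcium and cyclic nucleotide signalling, chemokine, erythrocyte, collagen, hair follicle, melanocyte, neutrophil, sebaceous gland, Wnt pathway and IL-17 axis. Their medians ran from −0.54 to 0.20, and the hair follicle median was −0.030 over the 22 genes above the floor. Low expression of the gamma-delta T cell genes limits that list here as well.

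The IL-17 axis list had a median log2 fold change by XYF of 0.12, with 15 of 29 genes higher (camera p 0.142, adjusted p 0.192, Benjamini-Hochberg). The median was −0.20 without IMQ+H2O replicate 1, −0.18 without IMQ+XYF replicate 3 and 0.37 without IMQ+H2O replicate 2. Over the 6 fits that left out 1 library, the camera p of the list ranged from 0.00516 to 0.957. With the cartilage score as a covariate the median was 1.03. No gene of the list was called by edgeR, over all genes tested or adjusted over the list alone. Lcn2 fell by 0.63 on the log2 scale, with an SE of 0.21 (edgeR p 0.0142, adjusted p 0.367), and fell by 0.40 without IMQ+H2O replicate 3. Ccl20 rose by 2.41 on the log2 scale, with an SE of 0.66 (edgeR p 0.00579, adjusted p 0.364). This rise was 1.17 without IMQ+XYF replicate 1. It was called under DESeq2 (adjusted p 0.0114), and over the alternatives its adjusted p (edgeR or DESeq2) ranged up to 0.782. The skeletal muscle genes Acta1, Myh4 and Ckm had log2 fold changes by XYF of −1.74, −1.84 and −1.63, with edgeR p-values of 0.0271, 0.0741 and 0.0306. Myh4 was at −3.29 without IMQ+XYF replicate 3 and at −1.23 without IMQ+H2O replicate 3. None of the 3 muscle genes was called. All 45 genes of the skeletal muscle list were lower by XYF, and 0 were called over the list alone. Their mean score was −1.11 ± 1.31 in IMQ+XYF and 0.74 ± 0.46 in IMQ+H2O (SD, n = 3).

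**Figure D3:**
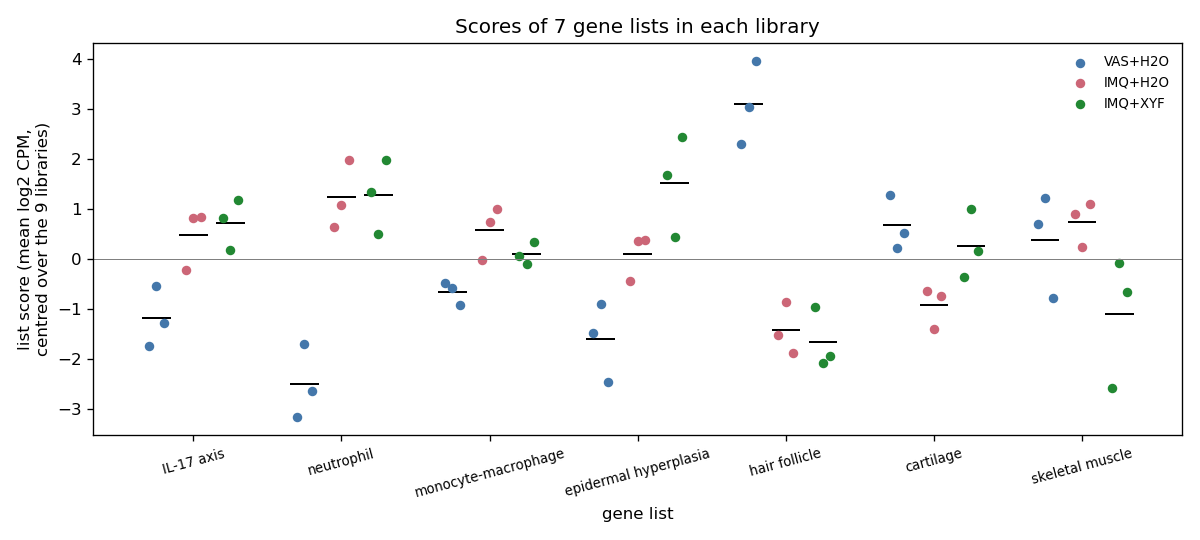
Scores of 7 gene lists in each library, as mean log2 CPM centred over the 9 libraries, with bars at the group means (n = 3 per group). The neutrophil scores of IMQ+H2O and IMQ+XYF averaged 1.23 and 1.27, while skeletal muscle scores in IMQ+XYF spread from −2.58 to −0.090.

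The study lists 10 dermal genes, by KEGG pathway, as changed in both comparisons. Its full set of such genes may be larger. By imiquimod, 2 of the 10 were called over all genes tested and 9 with p-values adjusted over the list alone. By XYF, edgeR called 0 over all genes tested and 10 adjusted over the list alone. The study chose these genes on the same libraries, so the counts over the list alone are not independent evidence. The called genes were Pycr1 and Wnt9b. Pycr1 had a log2 fold change of −1.96 by imiquimod (edgeR adjusted p 0.0324) and 1.42 by XYF (edgeR p 0.00182, adjusted p 0.360). Wnt9b had a log2 fold change of 2.51 by imiquimod (edgeR adjusted p 0.0308) and −1.41 by XYF (edgeR p 0.00522, adjusted p 0.364). Both lost their imiquimod call in all 6 fits that left out 1 library. By XYF, both were called under DESeq2, with adjusted p-values of 0.00736 for Pycr1 and 0.0391 for Wnt9b. Over the alternatives (edgeR or DESeq2) these ranged up to 0.617 and 0.702. Wif1 had a log2 fold change of −1.77 by imiquimod and 1.26 by XYF, with edgeR adjusted p-values of 0.0920 and 0.381. The XYF change of Wif1 was 0.81 without IMQ+XYF replicate 2. Under DESeq2 Wif1 was called by imiquimod (adjusted p 0.00304, and up to 0.908 over the alternatives) but not by XYF (adjusted p 0.109, and up to 0.831). With the cartilage score as a covariate, the log2 fold changes of Wif1 were 0.088 and −0.12.

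The comparison of IMQ+XYF with VAS+H2O completed the pairs of groups. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 270 genes, 156 higher and 114 lower. Of the 223 genes called by imiquimod, 135 were also called here, all in the same direction. DESeq2's Wald test called 701 genes, 256 of them among the 270. When single libraries were left out, the edgeR count ranged from 12 without VAS+H2O replicate 2 to 592 without IMQ+XYF replicate 2. It was 1 at an adjusted p of 0.01. The IL-17 axis list had a median log2 fold change of 1.16, with 28 of 29 genes higher. It passed camera (adjusted p 4.40e-15) and fry (adjusted p 0.0349, Benjamini-Hochberg). It did not pass camera with an estimated correlation (adjusted p 0.152).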

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

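The alternatives were chosen before the data were examined, except the cartilage score as a covariate, which was chosen after the data had been seen. The changes by imiquimod, by XYF and of the treated group against the control were called for 223, 2 and 270 genes. Under DESeq2's size factors, total counts and the other 2 filters on low counts, the count for imiquimod stayed between 216 and 258, and that for the treated group against the control between 220 and 332. The count for XYF stayed at 2 with DESeq2's size factors and with no filter. It was 1 with total counts and 1 with a mean of at least 1 CPM, in both cases the fall of Sike1. No scaling moved the median log2 fold change of all tested genes by more than 0.1.

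DESeq2's Wald test called 945 genes by imiquimod (531 higher), 223 by XYF (149 higher) and 701 for the treated group against the control (388 higher). It called 79 genes in opposite directions by imiquimod and XYF, and the median share of the IMQ change that XYF removed was 28.9%. Its calls included 222 of the 223, both XYF calls, and 256 of the 270 edgeR calls. For XYF, false calls in simulated libraries were too few to be the whole cause of the larger count. Those libraries gave more calls by imiquimod than measured, so they are an approximate reference. The cause was not tested for the other comparisons.

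With only the 6 libraries of a comparison in the fit, the counts were 496 by imiquimod, 1 by XYF and 33 for the treated group against the control, and 32.2% was removed. The 1 XYF call was neither Prr33 nor Sike1. The cause was not tested. Without a fold limit the counts were 308, 2 and 453. At an adjusted p of 0.01 they were 13, 0 and 1, which follows from the stricter limit, while 2633 genes had an unadjusted p under 0.05 by XYF.

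With the skeletal muscle score as a covariate, the counts were 228 by imiquimod, 0 by XYF (2064 genes at an unadjusted p under 0.05) and 35 for the treated group against the control. The medians of some lists changed sign, to −0.057 for the arachidonic acid metabolism list by XYF and −0.036 for the Wnt pathway list by XYF. Those by XYF of erythrocyte, gamma-delta T cell and neutrophil genes came to 0.20, −0.37 and 0.10. The skeletal muscle list itself came to 0.12, since the covariate was built from it. For the others the cause was not tested.

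The replicate numbers did not pair the libraries. Deviations from the group means correlated across genes between −0.183 and 0.125 in the 9 pairs of libraries with the same number, and 1 of the 9 pairs was over 0.1. With the replicate block, edgeR called 86 genes by imiquimod, 0 by XYF (2212 at an unadjusted p under 0.05) and 54 for the treated group against the control, and 7 of the 12 named genes remained called. Medians by imiquimod changed sign for the adipocyte list (0.027) and the alpha-beta T cell list (−0.032), and the cause was not tested.

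With the cartilage score as a covariate, the counts were 122 by imiquimod, of which 19 were among the 223, and 132 by XYF, both edgeR calls included. For the treated group against the control 310 genes were called. There were 58 genes called in opposite directions, the share of the genes changed by IMQ whose XYF change has the opposite sign was 95.9%, 68.2% was removed, and 3 of the 12 named genes remained called. The IL-17 axis median was −0.011 by imiquimod and 1.03 by XYF, where it passed. Of 47 other list medians, 13 kept direction and side of the threshold, 13 lost and 8 gained significance, and 13 changed sign. By imiquimod, the lists that lost their pass included chemokine (camera adjusted p 0.335), endothelium (0.943), epidermal hyperplasia (0.761) and the dermal shared genes (0.568). Medians by imiquimod changed sign for the alpha-beta T cell list by IMQ (−1.24), and for mast cell (−0.88), nerve and Schwann cell (−0.13), proliferation (−0.48) and sebaceous gland genes (0.087). Medians by XYF changed sign for adipocyte (0.40), alpha-beta T cell (0.42), chemokine (0.55), collagen (0.25), mast cell (0.13), melanocyte (0.56), neutrophil (0.60) and Wnt pathway genes (−0.033). Wif1 changed sign as well, to 0.088 by imiquimod and −0.12 by XYF. The cartilage score differed between the groups, so that this covariate takes up part of any group difference, and no further cause was tested.

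Sign changes elsewhere were small. The median of the adipocyte list by IMQ, −0.020 with all choices as reported, was 0.0045 with DESeq2's size factors, 0.034 with total counts, 0.070 with a mean of at least 1 CPM and 0.0097 with the 6 libraries. With a mean of at least 1 CPM, the IL-17 axis list, median log2 fold change by XYF, was at −0.082 and the gamma-delta T cell list by XYF at −0.037. The filter also leaves fewer genes per list, and no further cause was tested. The hair follicle median by XYF was 0 and had no sign to compare.

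Leaving out 1 library moved most counts. Calls ranged from 25 to 125 by imiquimod, from 0 to 4 by XYF and from 12 (without VAS+H2O replicate 2) to 592 (without IMQ+XYF replicate 2) for the treated group against the control, over 6 fits each. The 25 came without IMQ+H2O replicate 3, and 24 of them were among the 223. The IMQ+XYF libraries also enter the fit, and without their replicates 1, 2 and 3 the count by imiquimod was 315, 455 and 179. The 0 by XYF, without IMQ+H2O replicate 1, stood beside 1851 genes at an unadjusted p under 0.05. The 592 held 255 of the 270 calls. Genes called in opposite directions ranged from 0 to 3 over 9 fits, with 5 to 108 opposite at an unadjusted p under 0.05. The share with opposite sign ranged from 73.3% to 94.4% and the share removed from 6.32% to 23.3%. Between 2 and 6 of the 12 named genes remained called over the 3 fits that left out an IMQ+H2O library. Lists that passed ranged from 14 to 17 by imiquimod and from 13 to 17 by XYF. The IL-17 axis median ranged from 0.69 to 1.26 by imiquimod and from −0.20 to 0.37 by XYF. The cause of these moves was not tested.

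The medians by imiquimod that changed sign in these fits ranged from −0.21 to 0.15 for adipocyte, −0.65 to 0.53 for alpha-beta T cell, −0.11 to 0.030 for arachidonic acid metabolism, −0.63 to 0.29 for interferon response, −0.16 to 0.40 for mast cell and −0.17 to 0.75 for skeletal muscle genes. Those by XYF ranged from −0.72 to 0.11 for alpha-beta T cell, −0.77 to 0.22 for erythrocyte, −0.23 to 0.035 for collagen, −0.22 to 0.36 for gamma-delta T cell, −0.88 to 0.055 for melanocyte and −0.62 to 0.17 for neutrophil genes. The cause was not tested.

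Over the alternatives other than leaving out single replicates, 423 list medians were compared with the reported ones. These alternatives include the fit on the 6 libraries of a comparison. Of the 423 medians, 360 kept direction and side of the threshold, 13 lost and 24 gained significance, and 26 changed sign. All 13 losses and 13 of the 26 sign changes came with the cartilage score as a covariate. Of 252 values of single genes, 217 kept both, 27 lost and 6 gained significance, and 2 changed sign. Over the fits that left out a library, 229 of 282 list medians kept both, 7 lost and 27 gained significance, and 19 changed sign. Lists that gained it included nerve and Schwann cell by imiquimod (lowest camera adjusted p 9.24e-05) and sebaceous gland by XYF (2.42e-06). In the same fits, 94 of 168 values of single genes kept both and 74 lost significance. Depth limits statements on IL-17 itself, since Il17a had at most 18 counts in a library.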

Other observations

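The counts of other splits of the libraries and the tests of GC content, transcript length, 3' UTR length and false DESeq2 calls were planned before their results were seen. The other tests were chosen only after the result was seen.

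Each comparison of 3 with 3 libraries allows 10 splits, so that a share under 0.1 cannot be reached and chance cannot be told apart from the groups on this ground alone. The real split was the only 1 of the 10 splits with as many edgeR calls by imiquimod (223, against at most 2 in another split). The same held for the treated group against the control (1 of 10 splits, 270 against at most 2) and for XYF (1 of 10 splits, 2 against at most 1). The real split was also the only 1 of 10 for DESeq2's calls by imiquimod (945 against at most 32) and by XYF (223 against at most 41). The same held for genes at an unadjusted p under 0.05 by XYF (2633 against at most 1715). For the IL-17 axis median, 2 of the 10 splits gave a value as large by imiquimod and 7 of the 10 by XYF. For the treated group against the control, 2 of the 10 did so. As many lists passed in 6 of the 10 splits for imiquimod, where another split had 16, and in 6 of the 10 for XYF, where another split had 18. For these comparisons, the number of lists past camera at the preset correlation thus did not set the real groups apart. For the treated group against the control, 18 lists passed, against at most 16 in another split (1 of 10 splits). For the measures of reversal, the roles of the libraries within the imiquimod-treated groups were reassigned in 20 ways. As many genes in opposite directions were found in 20 of 20, since the real roles gave 0 (55 at an unadjusted p under 0.05), as large a share with opposite sign in 4 of 20 (up to 89.8%), and as large a share removed in 5 of 20 (up to 28.1%).

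Some genes stood at 1 of 2 separate levels in a library. Rac1, Nras, Bcl2l2 and Pttg1ip are examples chosen after their values were seen. Rac1 was at 246, 264 and 274 CPM in VAS+H2O, at 78.4, 82.9 and 85.7 in IMQ+H2O, and at 300, 71.4 and 311 in IMQ+XYF, in the order of the replicates. Of 15058 genes searched, 81 were of this kind, 11 along the groups and 70 across them, with a median ratio of 3.59 between the levels. Counting noise is argued against by simulated libraries, which held 6.5 such genes across groups on average and 11 at most. A batch of libraries is argued against because the 70 genes divided the libraries in 53 ways and at most 4 genes shared a division. What stays open is the counting. The longest annotated 3' UTR of these genes had a median of 2388 nt, against 1304 nt in random lists matched on expression, which put it at percentile 99.99 of 10000 lists. This test covered 58 of the 70 genes (82.9%). A candidate explanation is that parts of long 3' UTRs were counted in some libraries only, as could happen when transcripts are assembled per library. Variants between animals were not tested. In addition, 53 of 16366 genes with a median of at least 50 counts had 0 counts in some library, so that a count of 0 in this table may not mean absence.

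The fall of Sike1 by XYF has the shape of these genes, with means of 44.6 and 45.8 CPM in VAS+H2O and IMQ+H2O and of 13.9 in IMQ+XYF. It was the only 1 of the 81 genes that divided IMQ+XYF from the other 6 libraries. By chance, 0.238 such genes were expected from the 20 genes across groups with 3 libraries on one side. With 1 gene seen, an effect of XYF and an accident of counting cannot be told apart, because a single gene is too few to compare with that expectation.

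DESeq2 called 79 genes in opposite directions by imiquimod and XYF. Genes at 1 of 2 levels are argued against as the whole cause, since they made up 3 of the 79. The cartilage list held 9 of the 79, out of 20 tested cartilage genes. The content of ear cartilage in the dermal samples is a candidate explanation for others. Among the 58 further genes lower by imiquimod, the median log2 fold change by XYF was 1.60, and it was 0.75 with the cartilage score as a covariate. By imiquimod it went from −1.71 to −0.70. Within groups, the mean of these genes followed the cartilage score with Pearson's r 0.833 (exact permutation p 0.00926, adjusted p 0.0463, n = 9) and Spearman's rho 0.867 (exact permutation p 0.00926, adjusted p 0.0463). Of the 5 relations computed in this family, it was the only one past the adjustment. Without IMQ+XYF replicate 2 and VAS+H2O replicate 1, the libraries farthest from the median, r was 0.690. The score differed between the groups, so the covariate could also remove a true effect. All 20 cartilage genes averaged at least 1 CPM in the control and none was in another list. The study picked none of them from the dermal libraries, but Comp, Itga10, Col2a1, Col9a1, Col9a2 and Col9a3 are among the epidermal genes it lists as changed in both comparisons. Its most abundant genes were Cytl1, Fmod and Chad. They averaged 1823 ± 1784, 1360 ± 348 and 1073 ± 782 CPM in VAS+H2O (SD, n = 3), 658 ± 311, 945 ± 212 and 319 ± 98.6 in IMQ+H2O, and 1601 ± 964, 1124 ± 402 and 614 ± 350 in IMQ+XYF. With the covariate, 58 genes were called in opposite directions, of which 3 were among the 79 and 7 in the list of baseline epidermis. Whether imiquimod and XYF changed cartilage itself was not tested.

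DESeq2 called 223 genes by XYF where edgeR called 2. False calls of the Wald test are argued against as the whole cause, since simulated libraries without an XYF effect had 22.6 DESeq2 calls on average and 33 at most over 8 draws. Those simulations let genes vary independently, and shared variation between samples of a group was not simulated. The excess of unadjusted p-values under 0.05 by XYF (2633 genes) remained after trends with GC content (2619 genes) and with transcript length (2594 genes) were removed. These trends are thus argued against as its cause. With the skeletal muscle score as a covariate 2064 genes had an unadjusted p under 0.05 by XYF, and with the cartilage score 3628. Both stayed above the 1122 expected, but these scores differ between the groups and cover only part of the composition. Without a covariate, other splits of the same libraries reached up to 1715 genes, so 1122 is a low reference. An effect of XYF and other differences in tissue composition stay open, as untested.

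Epidermal genes were higher by XYF in the dermis. The list of baseline epidermis had a median log2 fold change of 1.32 by XYF (camera adjusted p 4.1e-12, fry adjusted p 0.126, Benjamini-Hochberg) with 23 of 25 genes higher. By imiquimod its median was −0.77 (camera adjusted p 1.49e-05, fry adjusted p 0.170, Benjamini-Hochberg). All of these p-values were adjusted over the added lists alone. The median of epidermal hyperplasia was 1.80 by XYF. Without IMQ+XYF replicate 1 the baseline median was 0.52, consistent with more epidermis left on that sample as a part of the rise. The hyperplasia median was 1.60 without it, which argues against that sample as the source for those genes. All 25 baseline genes and 12 of the 20 hyperplasia genes averaged at least 1 CPM in the control, and 1 of the 20 was in another list. Krt10, Krt14 and Krt5, the most abundant baseline genes, averaged 714 ± 186, 812 ± 125 and 606 ± 225 CPM in IMQ+H2O (SD, n = 3) and 2954 ± 2794, 2115 ± 1165 and 1580 ± 1118 in IMQ+XYF. Krt17, Krt6a and Krt16, the most abundant hyperplasia genes, averaged 269 ± 88.8, 192 ± 53.2 and 107 ± 22.03 CPM in IMQ+H2O (SD, n = 3) and 452 ± 201, 537 ± 449 and 446 ± 305 in IMQ+XYF. Epidermis left on the other IMQ+XYF samples, and an effect of XYF on keratinocytes, remain open and were not tested in these libraries. The paper reports lower disease severity on mouse ears under XYF, with epidermal acanthosis and Ki-67 staining among its measures. A rise through more hyperplasia would run against that report.

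The IL-17 axis score differed between libraries of a group. Within groups it had Pearson's r 0.435 with the score of the dissociation response (exact permutation p 0.407, adjusted p 0.509, n = 9) and rho 0.167 (exact permutation p 0.778, adjusted p 0.949). Without VAS+H2O replicate 3 and IMQ+H2O replicate 2, r was 0.609. With the cartilage score it had r −0.732 (exact permutation p 0.0648, adjusted p 0.162, n = 9) and rho −0.55 (exact permutation p 0.162, adjusted p 0.285), and r was −0.5003 without IMQ+XYF replicate 2 and VAS+H2O replicate 1. Tissue handling and cartilage content cannot be told apart from chance as sources of this spread. What keeps them open is that neither relation passed the adjustment, and that both values of r moved when 2 libraries were left out. The dissociation list had a median log2 fold change of −0.54 by imiquimod (camera adjusted p 1.49e-05, fry adjusted p 0.0644, Benjamini-Hochberg). By XYF it was 0.39 (camera adjusted p 1.19e-08, fry adjusted p 0.0652, Benjamini-Hochberg, as for imiquimod over the added lists alone). All 25 of its genes averaged at least 1 CPM in the control, and none was in another list. Its most abundant gene, Fos, averaged 3372 ± 600, 2034 ± 222 and 2856 ± 723 CPM in VAS+H2O, IMQ+H2O and IMQ+XYF (SD, n = 3).

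Hair follicle genes were lower by imiquimod, with a median log2 fold change of −4.49. Less epidermis and appendage left on the IMQ+H2O samples is argued against as the whole cause, since the sebaceous gland list had a median of −0.22. All 20 sebaceous gland genes averaged at least 1 CPM in the control, and 3 were in another list. The list of baseline epidermis fell as well, with a median of −0.77 and 2 of 25 genes higher, but far less than the hair follicle genes. A contribution of less epidermis to the fall thus stays open. A difference in the phase of the hair cycle, or a loss of growing follicles under imiquimod, was not tested.

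The counts of mt-Co3 and of its nuclear copy Gm28437 were nearly equal in every library, with ratios from 0.99935 to 1.0002, and so were those of mt-Co2 and Gm28661, with ratios from 0.99953 to 0.99997. These genes were chosen after their values were seen. Some odd counts were more frequent than the even count below them, with 4625 values of 6 and 4755 of 7, and 3528 of 8 and 3610 of 9, in the table. How the counting treated read pairs and shared reads was not stated.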
